A study of Homo sapiens with 27 samples. Its data were reported in "Cross-species identification of genomic drivers of squamous cell carcinoma development across preneoplastic intermediates" (2016).

How the data were processed

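Small RNA was sequenced from 27 human skin biopsies taken from 9 patients. The groups were clinically normal, chronically sun-exposed skin close to the tumour (NS, 8 samples from 8 patients), actinic keratosis, a precancerous lesion of sun-damaged skin (AK, 10 samples from 9 patients), and cutaneous squamous cell carcinoma (cuSCC, 9 samples from 8 patients). Of the patients, 7 gave all 3 groups and 1 gave 2 AK and 2 cuSCC lesions. The groups and the patient behind each sample came from the labels. The paper lists body sites, and in several patients AK came from another site than NS and cuSCC, such as the forearm against the cheek.

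The authors trimmed adapters, discarded very short and homopolymer reads, aligned the remainder to known human microRNA sequences with BLAST, and expressed each microRNA as its share of usable reads. They then adjusted the values for batch with ComBat. Which covariates that step kept is not stated. If the tissue group was among them, the p-values given here could be too small, and this could not be tested. The deposited table holds log2 abundances, in ppm of usable reads, for 733 microRNAs in 27 samples. The log base was settled from the values, which ran from 2.14 to 18.89. In linear units the values of a sample summed to 2331816 ± 132367 ppm in NS (mean ± SD, n = 8), more than shares of the same reads would reach. Reads counted for several microRNAs, the later adjustment and the floor can each change this sum, and they were not told apart. Near-identical family members can share reads, so their separate values are uncertain. About 45.4% of all values sat at a floor whose median was 3.35, and a microRNA was called detected in a sample when it stood above its floor. The files give no read counts, so the depth of each sample is unknown and no counting interval was computed. The p-values measure spread between samples. The main fit and the exact tests between groups treated samples as independent, although patients gave samples to several groups, so fits with the patient as a block and without the second lesions were run beside them.

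The table itself showed a technical structure that the labels leave out. Samples of the same set shared between 171 and 440 identical values (to 6 decimals), whereas samples of different sets shared 0. This divided the samples into set 1 (17 samples) and set 2 (10 samples), and each group had samples in both. Changes within set 1 and set 2 were computed for every named microRNA and are given beside the pooled ones for part of them. The identical values also pointed to a quantile normalisation within each set, which the deposited notes do not state. Such values can tie samples, and a patient whose values were the same to 6 decimals was counted as neither higher nor lower.

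Changes were fitted with limma 3.58.1 in R 4.3.3 on the log2 values with all 3 groups in 1 model (24 residual degrees of freedom, 0.86 prior degrees of freedom). The tests were two-sided and adjusted by Benjamini-Hochberg over 733 microRNAs, with a threshold of 0.05. The filter, a mean of at least 10 ppm in linear units, removed no microRNA. Each microRNA was also tested with the patient as a block, and the within-patient correlation was 0.06. Patients with both tissues numbered 8 for AK against NS, 8 for cuSCC against AK, and 7 for cuSCC against NS. The study's own thresholds, a fold change of at least 1.5 with an unadjusted p under 0.05, were applied to the same fit. Where a single measure was compared between groups, a two-sided exact permutation test was used.

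The comparisons, the 24 microRNA lists, the alternatives and the naming rule were fixed before the data were examined. The naming rule took, for each comparison, the 10 microRNAs that rose and the 10 that fell with the largest log2 change among those that passed and averaged at least 100 ppm. All were taken if fewer passed, and if none passed in a direction, the 5 with the smallest p were named as not passing. It added up to 4 members per list with the smallest p in cuSCC against NS, and in every comparison miR-21-5p, miR-21-3p, miR-31-5p, miR-31-3p, miR-125b-5p, miR-203a and miR-205-5p. Any other microRNA named, or named by the rule for another comparison only, was chosen after its values were seen, and is marked so.

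The lists covered microRNA families and genomic clusters, squamous carcinoma oncomiRs, p53 and hypoxia responsive microRNAs, markers of keratinocytes, leukocytes, erythrocytes, striated muscle, fibroblasts and smooth muscle, endothelium, melanocytes and nerve, and a pair of lists taken from the study, which picked them on these samples together with mouse data. For the study's down list the family name let-7 was spelled out here as 8 members, which the study's main text did not name singly. Strands were assigned here. The up list names miR-340b, which was read here as miR-340-5p. They held 182 entries, of which 175 matched the table, and 27 microRNAs stood in more than 1 list. All cell-type lists were measured in whole skin, which contains these cells. Lists with at least 3 members (23 of 24) were tested with camera, which asks whether members changed more than other microRNAs and presets the correlation between members. Its calls were repeated with an estimated correlation and with fry, which asks whether members move on balance one way.

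The place of AK between NS and cuSCC was tested with limma against the midpoint of both. It was also measured as a position on the axis from the NS mean (0) to the cuSCC mean (1), always computed without the patient scored. Classes were assigned to patients left out in turn, from the 50 microRNAs with the strongest group differences, and compared with 99 permutations.

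The alternatives were the patient as a block or random effect, only the 2 groups compared, second lesions of the same type left out, a mean of at least 100 ppm, 3 other scalings, linear values, a trended robust fit, array weights, the per-microRNA test of the methods with unequal variances, and each patient left out. After the data were examined, the set as a term, each set alone, a mean of at least 5 (log2), detection in at least 8 samples, equal variances, the number of detected microRNAs as a term, and libraries with fewer than 300 detected microRNAs left out were added.

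The fit was tested on simulated data with 733 microRNAs, of which 200 were changed. Noise in all simulations here was normal and independent between microRNAs and samples, with no floor, ties, sets, patient effects or correlated list members. The rates therefore need not hold for the measured values. Over 20 runs it recovered between 64.7% and 67% of 2-fold changes and between 93.4% and 94.2% of 4-fold changes, with false calls between 3.1% and 3.5%. A raised list of 20 members was called in 20 of 20 runs for each comparison, and an unchanged list in 0. Simulated AK samples placed at 0.5 of the axis were found at 0.50, and those placed at 0.25 at 0.30. Classes were correct for 8.9 of 27 samples on average without group differences, including 3.5 of 10 AK samples. With AK at the midpoint of the others, 20.1 were correct, including 3.1 of 10 AK samples.

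Precursor positions came from GENCODE release 44 lifted to GRCh37, the assembly of the deposited notes, and 618 of 733 microRNAs (84.3%) matched a precursor gene. No position is given for a microRNA whose precursor was missing from the annotation. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. No sample was left out.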

Results

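MicroRNA abundance was measured in 27 skin samples: 8 of clinically normal sun-exposed skin (NS), 10 of actinic keratosis (AK) and 9 of cutaneous squamous cell carcinoma (cuSCC). Values are log2 abundances in ppm of usable reads, and errors are SD for group means and SE for changes unless stated. The keratinocyte microRNA miR-205-5p was the most abundant of those named, at 18.09 ± 0.41 in NS (n = 8), 18.34 ± 0.54 in AK (n = 10) and 18.62 ± 0.39 in cuSCC (n = 9). Let-7a-5p, at 17.29 ± 0.38, and miR-125b-5p, at 17.27, were also among the most abundant in NS. For miR-125b-5p, 6 of 8 NS samples held the same value, so its SD of 0.08 does not measure biological spread. The table gives no read counts, so the depth is unknown, and the linear sum per sample was 2331816 ± 132367 ppm in NS, 2365366 ± 200527 ppm in AK and 2378432 ± 175122 ppm in cuSCC. Pooled, cuSCC did not differ detectably from NS (exact permutation p = 0.547). Within set 1 the sum was higher by 192037 ppm in cuSCC (exact p = 0.026), and within set 2 it differed by −222374 ppm (exact p = 0.267). A quantile normalisation within each set, which the identical values pointed to, would have made these sums nearly equal before the later adjustment. Differences in the sum therefore cannot be read as differences between tissues.

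More microRNAs stood above the floor in tumours than in normal skin. The number detected was 358.9 ± 70.3 in NS (n = 8), 391.6 ± 89.0 in AK (n = 10) and 445.9 ± 53.6 in cuSCC (n = 9), and cuSCC exceeded NS (exact permutation p = 0.0124). The same comparison gave an exact p of 0.039 within set 1 and 0.133 within set 2. AK did not differ detectably from NS (exact permutation p = 0.404) or from cuSCC (exact permutation p = 0.131). Within set 1, cuSCC did exceed AK (exact p = 0.0433), which set 2 did not show (exact p = 0.543). The 5 most abundant microRNAs took 39.96% ± 2.5 of the summed signal in NS, 42.71% ± 4.36 in AK and 43.98% ± 2.84 in cuSCC. Their share was higher in cuSCC than in NS (exact permutation p = 0.00938, set 1 exact p = 0.00866, set 2 exact p = 0.8). A quantile normalisation within each set would also have made this share nearly equal before the later adjustment. Its differences therefore cannot be read as differences between tissues.

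**Figure D1:**
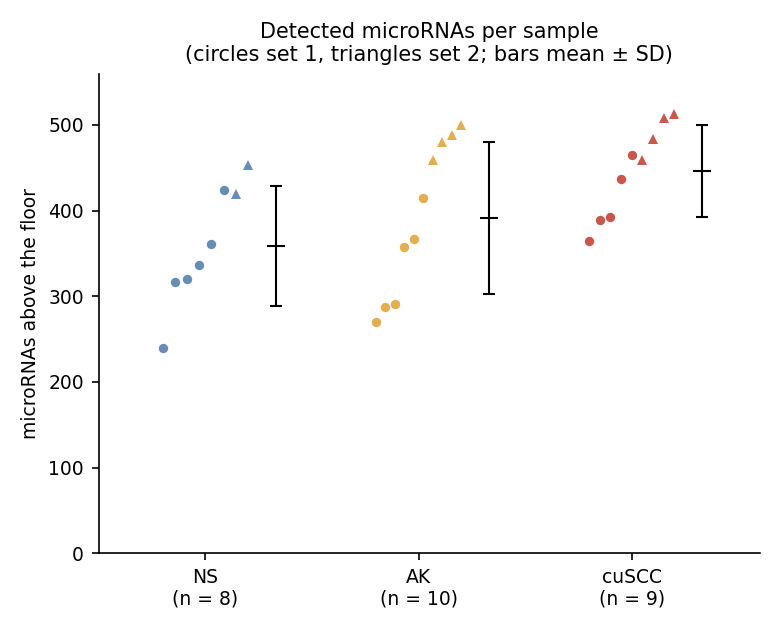
Number of microRNAs above their floor in each sample, by group, with circles for set 1, triangles for set 2, and mean ± SD over samples. Values ran from 240 to 453 in NS, from 270 to 500 in AK and from 365 to 513 in cuSCC.

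AK was compared with NS to ask what separates the precancerous lesion from the sun-exposed skin next to the tumours. In several patients body site differed along with lesion type, here and in cuSCC against AK, and these were not separated. MiR-145-5p, typical of smooth muscle and fibroblasts and known as a tumour suppressor, fell by 1.84 ± 0.29 in AK. It was 3.59-fold lower and stood below NS in 7 of 8 patients with both tissues and was tied in 1 (15.08 ± 0.70 in NS, n = 8, against 13.23 ± 0.74 in AK, n = 10; limma adjusted p = 0.00112). MiR-224-5p, often raised in carcinomas, rose 1.98-fold (log2 0.99 ± 0.22, adjusted p = 0.036). MiR-27b-3p, of the miR-23b, miR-27b and miR-24-1 cluster, rose 1.69-fold (log2 0.75 ± 0.17, adjusted p = 0.036). The latter pair was higher in AK in 8 of 8 patients each.

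These 3 and miR-4524a-3p made up the 4 microRNAs that passed, 2 higher and 2 lower, while 73 had an unadjusted p under 0.05. MiR-4524a-3p, chosen after its values were seen, fell by 0.86 close to the floor (adjusted p = 0.036) and was detected in 6 NS samples and 1 AK sample. With the patient as a block, 4 microRNAs again passed, 3 of them shared: miR-145-5p (block adjusted p = 0.00551), miR-27b-3p (block 0.0404) and miR-224-5p (block 0.0475). At the study's thresholds, 61 microRNAs differed, 28 higher and 33 lower in AK. The change of miR-145-5p was −1.83 within set 1 and −1.99 within set 2. MiR-224-5p changed by 1.06 and 0.96 in the same sets, and miR-27b-3p by 0.82 and 0.70. MIR224 lies at X:151127050-151127130 (GRCh37, minus strand) in an exon of GABRE, and MIR27B at 9:97847727-97847823 (plus strand) in an intron of AOPEP.

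The oncogenic microRNAs best known in squamous carcinoma were higher in AK on average without passing on their own. MiR-31-5p was 3.48-fold higher (log2 1.80 ± 0.51, adjusted p = 0.132, block 0.0534, higher in 8 of 8 patients, 2.26 in set 1 and 1.10 in set 2). Its partner strand miR-31-3p changed by 0.62 ± 0.50 (adjusted p = 0.724, higher in 5 of 8, tied in 2). MiR-21-5p, an oncogenic microRNA raised in many carcinomas, was at 0.97 ± 0.47 (adjusted p = 0.469, 7 of 8), and miR-21-3p at 1.30 ± 0.55 (adjusted p = 0.338, 7 of 8). As a list, the 10 squamous carcinoma oncomiRs ranked higher in AK than other microRNAs. Of them 9 were positive, 0 passed over all microRNAs, 2 passed upward adjusted over the list alone, and the median was 0.65 (camera adjusted p = 0.000819, but adjusted p = 0.13 with an estimated correlation; fry adjusted p = 0.0231). MiR-125b-5p, abundant in skin, was lower in AK in 6 of 8 patients and tied in 2, at −0.52 ± 0.26 (adjusted p = 0.472). The keratinocyte differentiation microRNA miR-203a stood at 0.73 ± 0.34 (adjusted p = 0.424, 7 of 8). The epidermal microRNA miR-205-5p stood at 0.25 ± 0.21 (adjusted p = 0.732, 6 of 8), with set 1 at 0.61 and set 2 at −0.53.

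Camera also ranked lists of other cell types apart in AK, although few members passed. All 8 fibroblast and smooth muscle microRNAs were negative (median −0.59), 1 of them passing and 2 adjusted over the list alone (camera adjusted p = 0.000819, adjusted p = 0.257 with an estimated correlation). All 7 leukocyte microRNAs were positive (median 0.80), with 0 passing and 1 adjusted over the list alone (camera adjusted p = 0.00413, adjusted p = 0.287 with an estimated correlation). Among them miR-155-5p, a microRNA of activated immune cells and chosen here after its values were seen, was at 1.64 (adjusted p = 0.161). It also stands in the oncomiR list, so the calls of both lists are not independent. Of 4 erythrocyte microRNAs 3 were negative, with 0 passing and 2 adjusted over the list alone (median −1.16, camera adjusted p = 0.0442, adjusted p = 0.325 with an estimated correlation). Here miR-486-5p stood at −2.0 (adjusted p = 0.132) and miR-451a at −1.68 (adjusted p = 0.294), both chosen for this comparison after their values were seen. The endothelial pair had a median of −0.59 and was too small to test.

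Among families and clusters, camera called a further pair downward and 1 upward. All 5 members of the miR-99, miR-100 and miR-125 clusters were negative (median −0.52, 0 passing, 2 adjusted over the list alone, camera adjusted p = 0.000819, adjusted p = 0.257 with an estimated correlation). The miR-30 family, expressed in epithelium, had 4 of 5 members negative with 1 passing adjusted over the list alone (median −0.20, camera adjusted p = 0.0442, adjusted p = 0.287 with an estimated correlation), and the patient block ended this call (block 0.0762). The miR-23, miR-24 and miR-27 clusters had all 5 members positive and 1 passing, also adjusted over the list alone (median 0.43, camera adjusted p = 0.00342, adjusted p = 0.257 with an estimated correlation). The study up list had all 8 members positive, with 0 passing and 1 adjusted over the list alone (median 0.63, camera adjusted p = 0.00413, adjusted p = 0.257 with an estimated correlation). The study down list, with the let-7 family spelled out here, had 6 of 10 positive, with 1 higher and 1 lower adjusted over the list alone (median 0.16, camera adjusted p = 0.704). A list the study chose on these samples, even with mouse data beside them, is not independent evidence of its direction.

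Camera presets the correlation between members, and with an estimated correlation 0 list calls held in any comparison. By fry, only the oncomiR list passed in AK against NS (adjusted p = 0.0231) and in cuSCC against AK (adjusted p = 0.0286). The calls of miR-224-5p and miR-27b-3p were fragile: without any of 5 of the 9 patients for miR-224-5p the adjusted p lay between 0.0812 and 0.263, and without any of 6 of the 9 for miR-27b-3p between 0.0527 and 0.263. Leaving out the libraries with few detected microRNAs also ended both (adjusted p = 0.106 and 0.123), whereas miR-145-5p lost its call within each set alone (0.17 and 0.683) and in no other alternative.

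**Figure D2:**
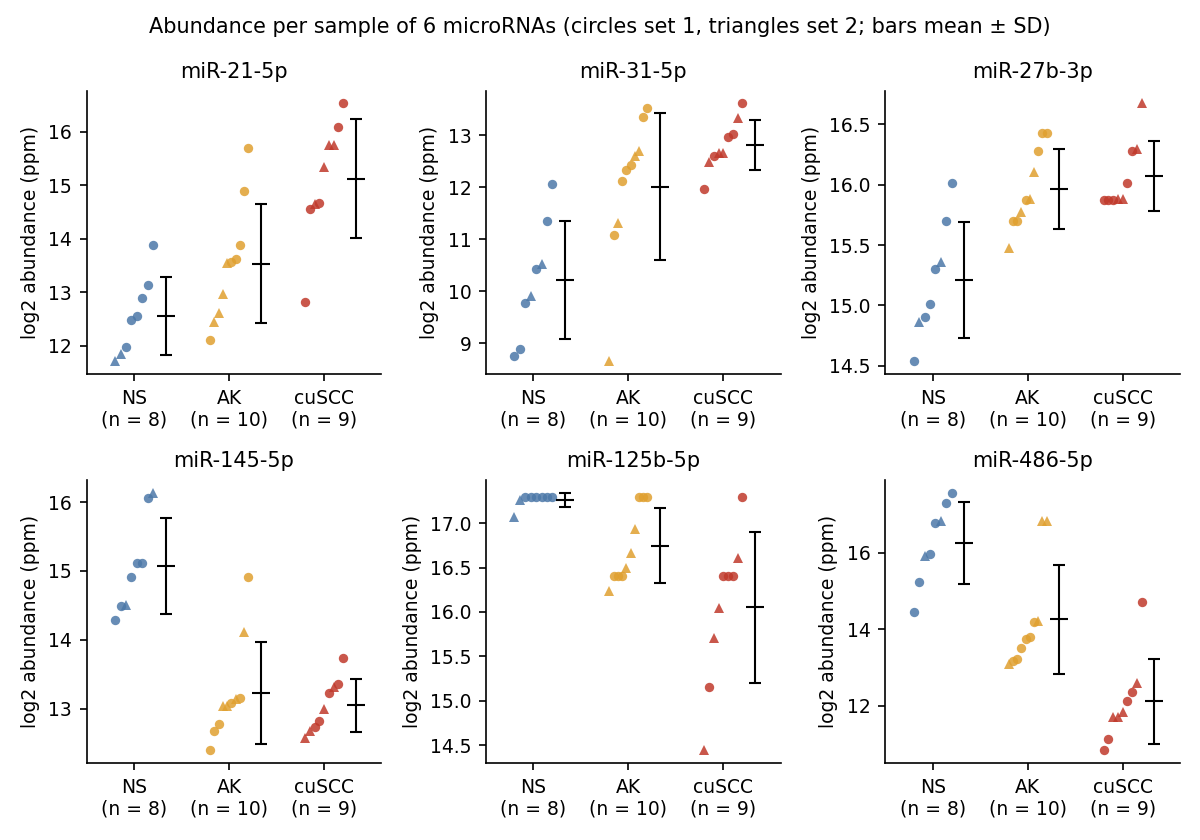
Log2 ppm of miR-21-5p, miR-31-5p, miR-27b-3p, miR-145-5p, miR-125b-5p and miR-486-5p in each sample by group (circles set 1, triangles set 2), with mean ± SD. Mean miR-145-5p was 15.08 in NS, 13.23 in AK and 13.05 in cuSCC, whereas mean miR-486-5p was 16.26, 14.26 and 12.12.

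cuSCC was compared with AK to ask what marks the step from lesion to carcinoma. MiR-455-5p, encoded within the collagen gene COL27A1, rose 2.78-fold in cuSCC (log2 1.47 ± 0.31, adjusted p = 0.0453, block 0.0355). It went from 3.92 ± 0.42 in AK (n = 10, detected in 5) to 5.39 ± 1.06 in cuSCC (n = 9, detected in 8) and was higher in 6 of 8 patients. Its change was 1.47 in set 1 and 1.5 in set 2. MIR455 lies at 9:116971714-116971809 (plus strand), in an intron.

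MiR-455-5p was the only microRNA of 733 to pass in this comparison, while 131 had an unadjusted p under 0.05. At the study's thresholds 98 differed, 63 higher and 35 lower in cuSCC, a balance that turned to 27 and 77 with samples centred on their medians and to 20 and 25 at a mean of at least 100 ppm. With the patient as a block, 7 passed, 5 higher and 2 lower. MiR-181c-3p was at 1.31 ± 0.30 (adjusted p = 0.0663, block 0.0355, higher in 8 of 8 patients) and miR-22-3p at 0.86 ± 0.21 (adjusted p = 0.0748, block 0.0355, 7 of 8). The p53 target miR-34c-5p, at 1.63, and miR-493-3p, at 1.28, were chosen after their values were seen (adjusted p = 0.0748 and block 0.0355 each). The erythroid microRNA miR-486-5p was 4.43-fold lower at −2.15 ± 0.55 (adjusted p = 0.0748, block 0.0389, lower in 7 of 8, −1.37 in set 1 and −3.28 in set 2). MiR-652-3p stood at −1.33 ± 0.36 (adjusted p = 0.0748, block 0.0389, lower in 7 of 8).

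Others among the smallest p values stayed short in both fits. Higher on average were let-7a-3p, at 1.59 (adjusted p = 0.0748, block 0.0792), and miR-542-5p, at 0.51 (adjusted p = 0.0748, block 0.114, 0.85 in set 1 and 0.06 in set 2, detected in 2 AK and 6 cuSCC samples). Lower were miR-328, a microRNA reported as a tumour suppressor, at −1.48 (adjusted p = 0.0748, block 0.115), miR-423-5p at −0.95 (0.0748, block 0.114) and miR-2110 at −1.06 (0.0748, block 0.117). MiR-21-5p was 3.01-fold higher in cuSCC (log2 1.59 ± 0.46, adjusted p = 0.0748, block 0.0792, 6 of 8 patients), with 0.97 in set 1 and 2.47 in set 2. Its partner miR-21-3p was at 1.45 ± 0.53 (adjusted p = 0.154, 7 of 8). MiR-31-5p stood at 0.80 ± 0.49 (adjusted p = 0.395, 5 of 8) and miR-31-3p at 1.57 ± 0.49 (adjusted p = 0.0974, 5 of 8). MiR-125b-5p was lower in 5 of 8 patients and tied in 2, at −0.69 ± 0.25 (adjusted p = 0.154). Neither keratinocyte microRNA passed, with miR-203a at 0.24 ± 0.33 (adjusted p = 0.685, −0.24 in set 1 and 0.89 in set 2) and miR-205-5p at 0.29 ± 0.21 (adjusted p = 0.47).

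As a list, the imprinted DLK1-DIO3 cluster on chromosome 14 ranked higher in cuSCC than other microRNAs. Of its 32 members 31 were positive in cuSCC against AK, with 0 passing, also adjusted over the list alone (median 0.66, camera adjusted p = 0.000493, adjusted p = 0.584 with an estimated correlation; block 3e-06; fry adjusted p = 0.0889). Examples were miR-381-3p at 1.32 (adjusted p = 0.154) and miR-431-5p at 1.03 (adjusted p = 0.195), with miR-433 at −0.16 the exception, all 3 chosen for this comparison after their values were seen. Several of its members lay near the floor, and 445.9 microRNAs were detected per cuSCC library against 391.6 per AK library. The oncomiRs had 9 of 10 positive, 0 passing and 3 adjusted over the list alone (median 0.69, camera adjusted p = 0.0426, adjusted p = 0.584 with an estimated correlation). The p53 and hypoxia responsive list had all 6 positive, 0 passing and 1 adjusted over the list alone (median 0.91, camera adjusted p = 0.0426, adjusted p = 0.584 with an estimated correlation; block 0.0563). Its hypoxia marker miR-210, likewise chosen after its values were seen, was at 1.11 (adjusted p = 0.2).

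Going the other way, all 4 erythrocyte microRNAs were negative, with 0 passing and 1 adjusted over the list alone (median −0.59, camera adjusted p = 0.0384, adjusted p = 0.584 with an estimated correlation). So were all 5 melanocyte microRNAs, with 0 passing (median −0.61, camera adjusted p = 0.0426, adjusted p = 0.584 with an estimated correlation; block 0.0633), of which miR-211-5p, made from the melanocyte gene TRPM1 and chosen after its values were seen, was at −1.40 (adjusted p = 0.165). The leukocyte list had a median of 0.01 although camera ranked it downward (adjusted p = 0.829). The fibroblast and smooth muscle list had 6 of 8 positive (median 0.29, camera adjusted p = 0.448). The endothelial pair, with a median of 0.94, had 1 member passing upward adjusted over the list alone. The study up list had 7 of 8 positive, 0 passing and 2 adjusted over the list alone (median 0.67, camera adjusted p = 0.135). For the study down list the median was 0.15 (camera adjusted p = 0.831).

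The single call did not hold without any of 7 of the 9 patients (miR-455-5p adjusted p between 0.064 and 0.157), and without the libraries with few detected microRNAs it was at 0.217. Leaving out 1 patient instead raised the number that passed to 48, and the list calls ranged from 1 to 5 over patients left out. MiR-455-5p, whose mean over all samples was under 5, also lost its call with samples centred on their medians, with quantile normalisation and on linear values. The microRNAs called there were others.

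cuSCC was compared with NS to give the whole course from sun-exposed skin to carcinoma. The oncogenic microRNA miR-21-5p rose 5.91-fold, from 12.56 ± 0.73 in NS (n = 8) to 15.12 ± 1.11 in cuSCC (n = 9; log2 2.56 ± 0.48, adjusted p = 0.00194, higher in 6 of 7 patients). MiR-31-5p, induced in squamous carcinomas, rose 6.06-fold from 10.21 ± 1.13 to 12.81 ± 0.48 (log2 2.6 ± 0.52, adjusted p = 0.00246, 7 of 7). The erythroid microRNA miR-486-5p had the largest fall of all named, 17.7-fold lower at 16.26 ± 1.07 in NS and 12.12 ± 1.12 in cuSCC (−4.14 ± 0.59, adjusted p = 0.000154, lower in 7 of 7). MiR-145-5p fell by 2.03 ± 0.30 (4.08-fold lower, adjusted p = 0.000178, 7 of 7), and the abundant miR-125b-5p fell by 1.21 ± 0.27 (2.32-fold lower, adjusted p = 0.00445, 6 of 7 with 1 tied).

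In all, 117 microRNAs passed, 64 higher and 53 lower in cuSCC, and 212 had an unadjusted p under 0.05. With the patient as a block 117 passed as well, of which 105 were shared. At the study's thresholds 185 differed, 107 higher and 78 lower, which turned to 50 and 126 with samples centred on their medians. Of the 117, 116 had the same sign within set 1 and 117 within set 2, where unadjusted p was under 0.05 for 90 and 75. The set 2 count includes miR-503-5p, which was at the floor there in both groups with a change of 0 when rounded. The changes within set 1 and set 2 were 2.11 and 3.59 for miR-21-5p, 2.62 and 2.56 for miR-31-5p, −3.98 and −4.41 for miR-486-5p, −1.82 and −2.43 for miR-145-5p, and −0.96 and −1.46 for miR-125b-5p. MIR21 lies at 17:57918627-57918698 (plus strand) in an exon of VMP1, MIR31 at 9:21512114-21512184 (minus strand) in an intron of MIR31HG, and MIR486 at 8:41517959-41518026 (plus strand) with no host gene on that strand. MiR-125b-5p has a precursor at 11:121970465-121970552 (minus strand) in an intron of MIR100HG and another at 21:17962557-17962645 (plus strand) in an exon of MIR99AHG.

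Among those that rose, both passenger strands followed their partners: miR-21-3p 6.71-fold (adjusted p = 0.00246, 6 of 7 patients) and miR-31-3p 4.58-fold (adjusted p = 0.00773, 6 of 7). MiR-31-3p was detected in 2 of 8 NS samples, so the size of its rise depends on the floor. The leukocyte microRNAs miR-142-5p (4.66-fold, adjusted p = 0.0398, 5 of 7) and miR-155-5p (3.72-fold, adjusted p = 0.0154, 7 of 7) rose, as did miR-146b-5p, a microRNA of inflammatory signalling (3.01-fold, adjusted p = 0.0269, 6 of 7). MiR-24-2-5p (4.2-fold, adjusted p = 0.0288), miR-424-3p (3.77-fold, adjusted p = 0.0231, 2.51 in set 1 and 1.06 in set 2), miR-181a-3p (3.43-fold, adjusted p = 0.014) and miR-27b-5p (3.32-fold, adjusted p = 0.0239) completed the 10 largest increases above 100 ppm, in 6 or 7 of 7 patients each. Increases named for the earlier steps also passed here: miR-224-5p at 1.20 (adjusted p = 0.00194), miR-27b-3p at 0.86 ± 0.18 (0.00246) and miR-455-5p at 1.68 (0.00194), the first and last named for this comparison after their values were seen.

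Of the 10 largest decreases, miR-451a, processed in red cells without Dicer, was 5.28-fold lower (−2.40 ± 0.69, adjusted p = 0.0187, 6 of 7). MiR-328 was 6.96-fold lower (−2.80 ± 0.46, adjusted p = 0.00059, 6 of 7), with MIR328 at 16:67236224-67236298 (minus strand). The poorly characterised miR-4532 (6.97-fold lower, adjusted p = 0.0131), miR-6510-3p (6.87-fold lower, 0.00151), miR-3621 (6.12-fold lower, 0.0154), miR-3195 (5.77-fold lower, 0.00352) and miR-3178 (5.32-fold lower, 0.0122) fell, in 6 or 7 of 7 patients. MiR-504, a microRNA that targets p53, was 4.77-fold lower (adjusted p = 0.0138, 6 of 7) and miR-1247-5p 4.53-fold lower (adjusted p = 0.0442, 6 of 7). MiR-504 is encoded at X:137749872-137749954 (minus strand) in an intron of FGF13.

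**Figure D3:**
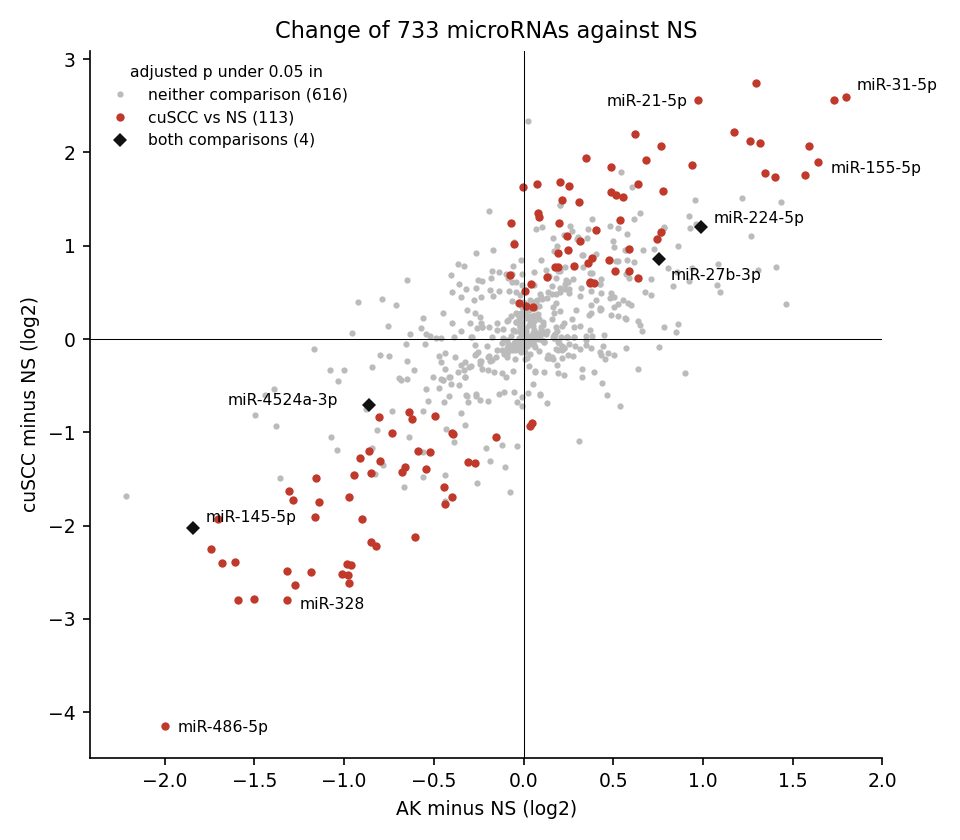
Log2 change of 733 microRNAs in AK against NS (horizontal) and in cuSCC against NS (vertical), with the 113 that passed in cuSCC against NS alone in red, the 4 that passed in both as black diamonds and those that passed in neither in grey. The axes share the NS samples, which makes the values correlate.

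Of the microRNA lists, the 10 oncomiRs were all positive in cuSCC, with 6 rising and 7 adjusted over the list alone (median 1.39, camera adjusted p = 0.000378, adjusted p = 0.0639 with an estimated correlation; fry adjusted p = 4e-06). Besides miR-21-5p and miR-31-5p they included miR-130b-3p (1.57 ± 0.31, adjusted p = 0.00246) and the angiogenesis-related miR-221-3p (0.60 ± 0.16, adjusted p = 0.0122). Of the 5 members of the miR-99, miR-100 and miR-125 clusters 3 fell and 4 did adjusted over the list alone, all 5 being negative (median −1.0, camera adjusted p = 0.00135, adjusted p = 0.226 with an estimated correlation). They were miR-100-5p at −1.28 (adjusted p = 0.0154), miR-125a-5p at −1.0 (adjusted p = 0.0122) and miR-125b-5p, while miR-99b-5p was at −0.49 (adjusted p = 0.143). All 4 erythrocyte members were negative, with 2 falling and 3 adjusted over the list alone (median −1.72, camera adjusted p = 0.00329, adjusted p = 0.226 with an estimated correlation). MiR-144-3p was at −1.05 (adjusted p = 0.119, −1.45 in set 1 and 0 in set 2).

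In the miR-23, miR-24 and miR-27 clusters 3 of 5 rose and 4 did adjusted over the list alone (median 0.85, camera adjusted p = 0.032, adjusted p = 0.539 with an estimated correlation). MiR-27a-3p was at 0.86 and miR-24-3p at 0.85 (adjusted p = 0.0177 each). In the DLK1-DIO3 cluster 5 of 32 rose, the same number adjusted over the list alone, and 30 were positive (median 0.43, camera adjusted p = 0.032, adjusted p = 0.565 with an estimated correlation, fry adjusted p = 0.0753). Examples were miR-431-5p at 1.67 (adjusted p = 0.0139) and miR-329 at 1.28 (adjusted p = 0.0318), the latter resting on set 1 (2.05, against 0.13 in set 2). They were measured in libraries where 445.9 microRNAs were detected against 358.9 in NS. In the study up list 4 of 8 rose and 6 did adjusted over the list alone (median 1.32, camera adjusted p = 0.00329, adjusted p = 0.226 with an estimated correlation), including miR-340-5p, the reading chosen here for a name in that list, at 1.84 (adjusted p = 0.0177) and miR-17-5p at 1.15 (adjusted p = 0.014). A list the study chose on these samples is not independent evidence.

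The study down list, whose let-7 members were spelled out here from the family name, went both ways. Of its 10 members 3 rose and 1 fell, or 4 and 2 adjusted over the list alone (median 0.19, mean 0.08, camera adjusted p = 0.755). The risers were let-7i-5p (0.82 ± 0.19, adjusted p = 0.00659, 7 of 7 patients), let-7g-5p (0.65 ± 0.22, adjusted p = 0.0392, 6 of 7) and let-7a-5p (0.60 ± 0.18, adjusted p = 0.0228, 6 of 7), members of a family known for tumour suppression, and the one that fell was miR-125b-5p. Their sign held under every scaling tried, but with samples centred on their medians the adjusted p became 0.106, 0.264 and 0.328, and with the same total per sample let-7g-5p was at 0.073. Among the 9 let-7 members 7 were positive, 3 rose and 0 fell, or 4 and 1 adjusted over the list alone (median 0.60, camera adjusted p = 0.158, fry adjusted p = 0.0193 upward). Let-7f-5p stood at 0.83 (adjusted p = 0.0569) and let-7c, chosen after its values were seen, at −0.80 (adjusted p = 0.0987).

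The epidermal markers gave no list call: of 9 keratinocyte and epithelial microRNAs 0 rose and 1 fell, or 1 and 1 adjusted over the list alone (median 0.50, camera adjusted p = 0.499). The one that fell was miR-375 at −1.69 ± 0.54 (adjusted p = 0.0318, 7 of 7). MiR-203a was at 0.97 ± 0.34 (adjusted p = 0.0556, 5 of 7) and miR-205-5p at 0.54 ± 0.22 (adjusted p = 0.0974, higher in 4 of 7 and tied in 3, with 0.82 in set 1 and −0.10 in set 2). In the leukocyte list 6 of 7 were positive and 2 rose, also adjusted over the list alone (median 0.76, camera adjusted p = 0.144). In the fibroblast and smooth muscle list 2 of 8 fell, also adjusted over the list alone (median −0.22, camera adjusted p = 0.144), namely miR-145-5p and miR-214-3p (−1.69, adjusted p = 0.0295), while miR-143-3p, made from the same transcript as miR-145-5p and chosen after its values were seen, was at 0.36 (adjusted p = 0.561). The 5 melanocyte members were all negative (median −0.21, camera adjusted p = 0.248). Members of the striated muscle list had a median of 0.12 and a mean of −0.09, and camera ranked them downward (adjusted p = 0.803). The nerve list had a median of 0.56 (camera adjusted p = 0.838).

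With the number of detected microRNAs as a term 62 passed instead of 117, and within set 1 and within set 2 alone 2 passed each. Over patients left out in turn the count ran from 49 to 145, and every called change named in the opening of this comparison kept its call.

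**Figure D4:**
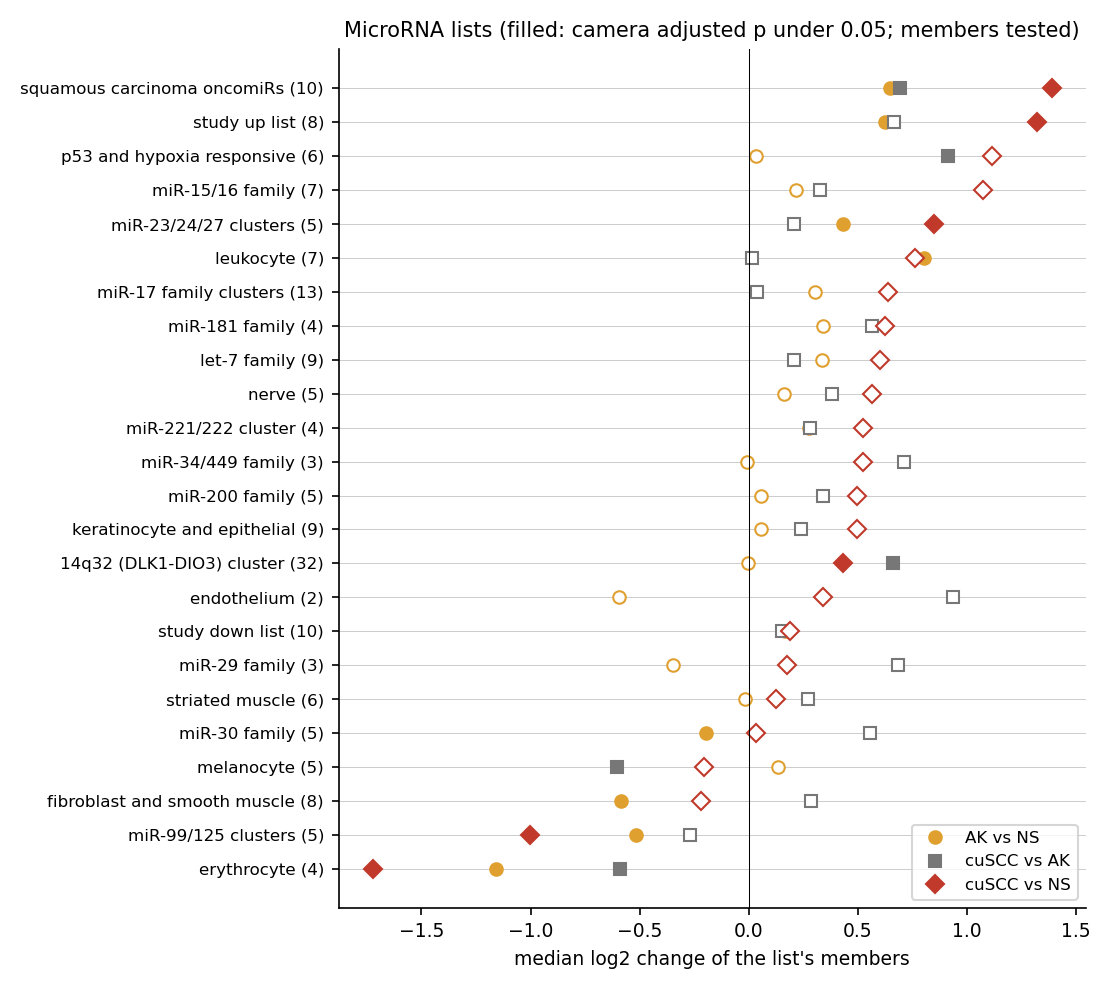
Median log2 change of the members of each of 24 microRNA lists in AK against NS, cuSCC against AK and cuSCC against NS, with filled points for a camera adjusted p under 0.05. The oncomiR medians were 0.65, 0.69 and 1.39 and the erythrocyte medians −1.16, −0.59 and −1.72, all filled.

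Whether AK sits between NS and cuSCC was asked directly, because the study described AK as intermediate in its microRNA pattern. Body site, which differed for AK in several patients, was not taken into account. Several named microRNAs had AK means between the other groups: miR-21-5p at 12.56 ± 0.73, 13.53 ± 1.11 and 15.12 ± 1.11 in NS, AK and cuSCC, and miR-486-5p at 16.26 ± 1.07, 14.26 ± 1.42 and 12.12 ± 1.12. MiR-145-5p, at 15.08 ± 0.70, 13.23 ± 0.74 and 13.05 ± 0.39, and miR-155-5p, at 9.05 ± 1.16, 10.70 ± 1.31 and 10.95 ± 0.62, had AK means close to those of cuSCC. Over all microRNAs the AK samples of 9 patients averaged 0.501 ± 0.283 (SD) of the way from NS to cuSCC, with patients from 0.064 to 0.909. That did not differ detectably from 0.5 (exact sign-flip p = 0.996, against a smallest possible exact p of 0.00391). Scored the same way, NS stood at 0.09 ± 0.272 (8 patients) and cuSCC at 0.951 ± 0.285 (8 patients). Within set 1 alone AK averaged 0.495 ± 0.347 over 6 patients (exact p = 0.938), and set 2, with 2 NS samples, was not scored.

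No single microRNA departed detectably from the midpoint of NS and cuSCC: limma called 0, with 46 at an unadjusted p under 0.05, and the block fit called 0 with 62. How often this test finds a real departure was not simulated. So 0 calls do not place each microRNA at the midpoint. The smallest p belonged to miR-30a-5p, which was chosen after its values were seen and stood at −0.84 ± 0.21 from the midpoint (adjusted p = 0.309). MiR-145-5p, also chosen then, stood at −0.83 (adjusted p = 0.621).

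**Figure D5:**
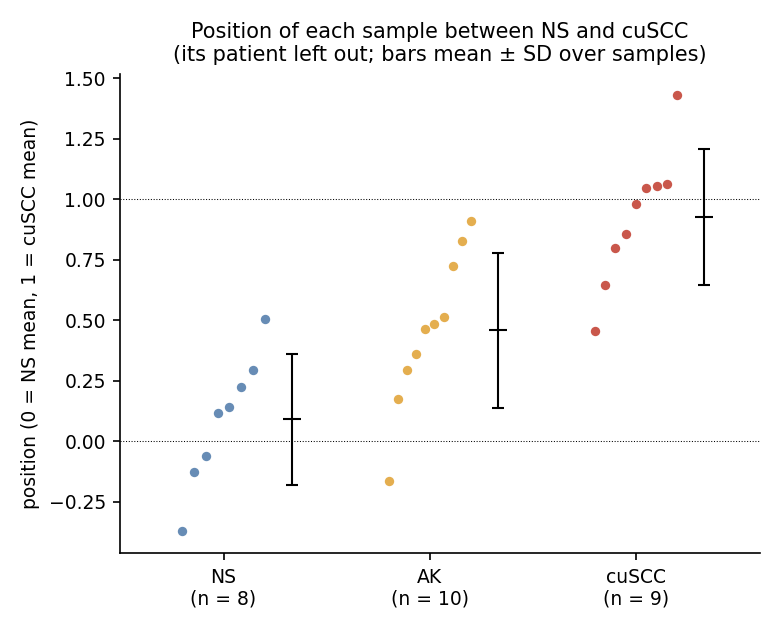
Position of each sample between the NS mean (0) and the cuSCC mean (1), computed without the patient scored, by group, with mean ± SD over samples. Averaged over patients AK lay at 0.501, NS at 0.09 and cuSCC at 0.951, and AK samples spread over most of the range.

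The changes of AK and of cuSCC against NS went together across microRNAs (r = 0.748 over 733 microRNAs, which are not independent replicates). Sharing the same NS samples alone gave a mean r of 0.547 in 100 simulations (0.296 to 0.764), so the covariance is more telling: it was 0.318 against a simulated 0.083. With different NS samples for each side, 4 and 4 over 70 splits, r was 0.485 and the covariance 0.242. Of the microRNAs that passed in AK against NS, 2 of 2 higher and 2 of 2 lower also passed the same way in cuSCC against NS, an overlap that the shared NS samples favour and for which no expected value was simulated. At the study's thresholds 21 of 28 higher ones and 24 of 33 lower ones were shared. Simulations with shared NS samples but without any group difference gave 1.79 and 2.69. Independent lists of the real lengths would share 4.09 and 3.51. Neither figure allows for both the real list lengths and the shared NS samples, so the size of the excess is not known. The step from NS to AK and that from AK to cuSCC correlated at r = 0.195, where the shared AK samples alone gave −0.421. With separate AK samples for each side r was 0.324.

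Class separation was tested because the study held that microRNAs told the tissue types apart well. From 50 microRNAs, 16 of 27 samples (59.3%) of left-out patients were assigned to their own group, more than in most label permutations (permutation p = 0.04, median 9 and highest 16 of 99). NS was recognised in 7 of 8 samples and cuSCC in 8 of 9. AK was recognised in 1 of 10, with 5 assigned to NS and 4 to cuSCC. In the simulations AK was recognised in 3.1 of 10 at the midpoint and in 3.5 of 10 without group differences. So this count cannot tell whether AK has a pattern of its own. Within set 1 alone 12 of 17 samples (70.6%) were correct (permutation p = 0.01, the smallest that 99 permutations can give).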

Values the study reported

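In additional matched sets of samples measured by quantitative PCR, the study reported that miR-21 was 8.9 ± 3.1-fold higher over the course from NS to cuSCC (mean ± s.e.m., n = 8 sets). In the same kind of samples, the study gave 16.2 ± 6.8-fold for miR-31 (mean ± s.e.m., n = 7 sets).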

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

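The rule used here was set before the data were examined, and no test in this part was chosen after the result was seen. In each group, a microRNA was singled out when its highest or lowest sample stood far from all the others, as a gap divided by the group's range above Dixon's 95% limit. Of 324 groups tested, 46 met it. Chance flags about 1 in 20 groups, and several of the values below come from groups with 1 to 3 detected samples. Floors differed between the sets by up to 2.71 (log2), with a median of 0.12, so an undetected sample can stand apart at its floor. This was so for the low samples of miR-144-5p in NS and miR-1 in AK. The chance rate does not hold for such groups. The gap ratios follow.

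Among microRNAs central to the comparisons, 1 sample stood low. In NS this was so for miR-21-3p (0.693), miR-328 (0.605) and miR-125b-5p (0.806). The last ratio rests on 6 of 8 NS samples with an identical value, and the gap itself was only 0.183 (log2) in a range of 0.227. In AK it was miR-31-5p (0.499), and in cuSCC it was miR-203a (0.572), miR-21-3p (0.584) and miR-155-5p (0.502). For miR-486-5p, 1 cuSCC sample stood high (0.548), closer to the other groups than the remaining tumours.

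Of the other NS values, a low sample was seen for miR-106b-5p (0.532), miR-144-5p (0.827, detected in 1 sample), miR-181c-5p (0.832), miR-204-5p (0.761), miR-34a-5p (0.661), miR-431-5p (0.649, detected in 2) and miR-504 (0.638). A high NS sample was seen for miR-542-5p (0.767, detected in 1), miR-1 (0.646), miR-124-3p (0.599, detected in 2), miR-128 (0.592), miR-137 (0.95, detected in 1), miR-30e-5p (0.594), miR-499a-5p (0.893, detected in 1), miR-508-3p (0.62) and miR-9-5p (0.764).

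In AK the lowest sample stood apart for miR-1 (0.49), miR-126-5p (0.549), miR-128 (0.616), miR-141-3p (0.706), miR-181c-5p (0.677), miR-204-5p (0.691), miR-210 (0.474), miR-27b-5p (0.675), miR-3621 (0.538) and miR-4532 (0.504). The highest AK sample did for miR-542-5p (0.634, detected in 2), miR-200a-3p (0.471), miR-222-5p (0.789), miR-411-5p (0.601), miR-424-5p (0.673, detected in 3) and miR-889 (0.672, detected in 1).

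In cuSCC a low sample stood apart for miR-128 (0.587). A high cuSCC sample did for miR-124-3p (0.551), miR-133b (0.95, detected in 1), miR-194-5p (0.573), miR-34b-5p (0.922, detected in 1) and miR-499a-5p (0.628, detected in 3). No explanation was tested for these values.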

How the results depend on the processing

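The set as a term, each set alone, a mean of at least 5, detection in at least 8 samples, equal variances, the detected number as a term and the omission of libraries with few detected microRNAs were chosen after the data were examined. The others were fixed beforehand. Among the named microRNAs and the lists, no called result reversed in any alternative. Of the 117 microRNAs called in cuSCC against NS, 1 had the opposite sign within set 1. Of 124 named microRNA results 52 were called, and 12 of them kept the call under every alternative fixed beforehand that tested them. They were miR-145-5p in AK against NS, and miR-21-5p, miR-21-3p, miR-31-5p, miR-31-3p, miR-125b-5p, miR-130b-3p, miR-145-5p, miR-328, miR-486-5p, miR-3195 and miR-6510-3p in cuSCC against NS. The alternative with a mean of at least 100 ppm did not test miR-31-3p and miR-130b-3p, which averaged less. The sign held wherever it was tested for 51 of the 52, and the exception, miR-503-5p, was at the floor in both groups of set 2. Over all alternatives, named microRNA results stayed on their side of the threshold in 3056 cases, lost a call in 385 and gained one in 94. List results stayed in 1244, lost a call in 88 and gained one in 33. The patient block ended 1 named call (miR-16-5p, block adjusted p = 0.051, over all alternatives 0.00664 to 0.605) and added 5. With the detected number as a term 22 named calls were lost, and without the libraries with few detected microRNAs 11 were lost and 1 gained.

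For AK against NS the 4 calls became 1 with only the 2 groups compared, 1 with the same total, 1 with unequal variances, 10 with a mean of at least 100 ppm, 10 on linear values and 18 with array weights. They became 0 in set 1, 0 in set 2, 11 with a mean of at least 5, 1 with detection in at least 8 samples, 1 with equal variances and 1 without the libraries with few detected microRNAs. Over patients left out the count ran from 1 to 7. The 61 at the study's thresholds became 39 at 100 ppm and 34 in set 2. The 8 list calls became 0 with an estimated correlation and 1 by fry.

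For cuSCC against AK the single call became 7 with the patient block, 2 with the patient as a random effect, 0 with only the 2 groups compared, 2 without the second lesions, 4 at 100 ppm, 2 with samples centred on their medians, 0 with the trended robust fit, 2 with array weights and 0 with unequal variances. It became 4 in set 1, 0 in set 2, 0 with a mean of at least 5, 2 with detection in at least 8 samples, 0 with equal variances, 0 with the detected number as a term and 0 without the libraries with few detected microRNAs. Over patients left out it ran from 0 to 48, the latter without 1 patient. With quantile normalisation and on linear values the count stayed at 1, but miR-455-5p was not the one called. It was not among the 2 called with samples centred on their medians either. The 98 at the study's thresholds became 45 at 100 ppm, 61 in set 1, 60 in set 2, 64 with a mean of at least 5 and 61 without the libraries with few detected microRNAs. The 5 list calls became 3 with the block, 2 without the second lesions, 0 at 100 ppm, 0 with an estimated correlation, 1 by fry and 1 in set 1, and ran from 1 to 5 over patients left out.

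For cuSCC against NS the 117 calls became 77 at 100 ppm, 55 on linear values, 77 with unequal variances, 2 in set 1, 2 in set 2 and 62 with the detected number as a term, and ran from 49 to 145 over patients left out. The 185 at the study's thresholds became 88 at 100 ppm and 113 in set 2. The 6 list calls became 3 at 100 ppm, 10 with quantile normalisation, 0 with an estimated correlation and 10 by fry. Fry did not call the DLK1-DIO3 cluster. It added the let-7, miR-15 and miR-16, miR-181, miR-221 and miR-222, and p53 and hypoxia lists. The midpoint comparison stayed at 0 by limma in every alternative. The AK position stayed between 0.45 and 0.549, and between 16 and 18 of 27 samples were classed correctly where all were used.

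Centring each sample on its median moved the median microRNA by −0.228 in cuSCC against AK and by −0.279 in cuSCC against NS, and turned the balance of the latter from 64 higher and 53 lower to 25 and 95. It also turned, at the study's thresholds, 63 and 35 to 27 and 77 in cuSCC against AK and 107 and 78 to 50 and 126 in cuSCC against NS. The latter stood at 90 and 90 with quantile normalisation, and the former at 52 and 47. Fewer microRNAs tested at 100 ppm and fewer samples within a set account for the lower counts there by construction, and the cause of the rises and of the other moves was not tested. Pseudocounts were not run because the table was already on a log scale, and a fit without a filter changes nothing because all 733 passed. What depth limits cannot be stated, since read counts are unknown, but 45.4% of values at the floor leave small changes of rare microRNAs out of reach.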

Other observations

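Of the tests in this part, the ratio of miR-486-5p to miR-451a, the relations of let-7c to let-7a-5p and to miR-125b-5p and the checks on the technical sets were chosen after the results were seen. The proliferation-linked miR-17 clusters leaned upward without a list call: in cuSCC against NS 10 of 13 members were positive and 1 rose, also adjusted over the list alone (median 0.64, camera adjusted p = 0.144), namely miR-17-5p at 1.15 (adjusted p = 0.014). Its neighbour miR-20a-5p was at 1.10 (adjusted p = 0.0504, block 0.0147). In AK against NS these clusters fell short (camera adjusted p = 0.0627, adjusted p = 0.533 with an estimated correlation) and were called under some alternatives, such as the patient block (0.0278) and quantile normalisation (0.033). The miR-15 and miR-16 family, known to restrain the cell cycle, was divided, with 3 rising and 1 falling of 7, or 4 and 1 adjusted over the list alone (median 1.08, camera adjusted p = 0.388, fry adjusted p = 0.0446 upward). MiR-16-5p rose 2.11-fold (adjusted p = 0.0318, block 0.051), while miR-497-5p fell by 0.83 (adjusted p = 0.0484). MiR-424-5p (adjusted p = 0.00973) and miR-503-5p (adjusted p = 0.0188) were detected in 7 and 4 of 9 cuSCC samples and in 0 of 8 NS samples, so the size of their rise depends on the floor. MiR-503-5p changed by 2.15 in set 1 and by 0 in set 2.

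In the miR-181 family 2 of 4 rose in cuSCC against NS, also adjusted over the list alone (median 0.62, camera adjusted p = 0.0554, fry adjusted p = 0.000867): miR-181d 2.78-fold (adjusted p = 0.0228) and miR-181b-5p 1.52-fold (adjusted p = 0.00703). The miR-221 and miR-222 cluster, which targets cell-cycle inhibitors, had 1 of 4 rising and 2 adjusted over the list alone (median 0.52, camera adjusted p = 0.0789, fry adjusted p = 0.0161). The miR-34 and miR-449 family, with p53 targets, had 1 of 3 rising, also adjusted over the list alone (median 0.52, camera adjusted p = 0.292). Here miR-34c-5p rose 3.09-fold (adjusted p = 0.0269, 5 of 7 patients). The p53 and hypoxia list had all 6 positive, 1 rising and 3 adjusted over the list alone (median 1.12, camera adjusted p = 0.0789, fry adjusted p = 0.0348). The epithelial miR-200 family had 0 of 5 passing by limma over all microRNAs or adjusted over the list alone (median 0.50, camera adjusted p = 0.319). The miR-29 family, which targets collagens, had 0 of 3 passing (median 0.18, camera adjusted p = 0.803). The miR-30 family had 0 of 5 passing with a median of 0.03, although camera ranked it downward (adjusted p = 0.652).

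The change of miR-21-5p from NS to cuSCC was 5.91-fold here. That is lower than the value quoted from the study above. The change of miR-31-5p was 6.06-fold here. That is lower than the value quoted from the study above. The quoted values came from another assay and from other samples and carry their own errors, while the values here are antilogs of a mean log2 change, and the differences were not tested.

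MiR-486-5p and miR-451a, both abundant in red cells, were lower in cuSCC than in NS. Uneven technical sets cannot account for the fall of miR-486-5p, since it differed by −3.98 within set 1 (exact p = 0.00433) and by −4.41 within set 2 (exact p = 0.0667). The log2 ratio of miR-486-5p to miR-451a differed by −1.74 between cuSCC (1.87 ± 1.33, n = 9) and NS (3.62 ± 1.00, n = 8, exact permutation p = 0.0103). That ratio only restates the difference between their falls. It cannot settle whether the whole of both comes from less red-cell RNA in the tumours. For the part that both share, less red-cell RNA remains a candidate explanation, as their deviations from group means went together over 27 samples. Pearson r was 0.63 (permutation p = 0.00048, adjusted over 5 relations 0.00103) and Spearman rho 0.541 (permutation p = 0.0042, adjusted 0.0167). Pearson r was 0.567 without the 2 farthest samples, 0.546 in set 1 and 0.74 in set 2. A loss of miR-486-5p in tumour tissue itself, a difference the groups allow, stays open and untested.

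MicroRNAs averaging under 5 rose more often than they fell in cuSCC against NS, 23 against 5 of 426. This balance depended on the scaling of the values, which may account for it: 18.4% of those called were higher with samples centred on their medians (7 against 31 lower) and 45.5% with quantile normalisation (10 against 12), although the same total per sample left 18 against 5. The larger number of microRNAs detected in cuSCC libraries did not remove their changes. With that number as a term their median was 1.11 instead of 1.17, or 94.8% of its value. The interval of this share, 79.2% to 109.1%, came from resampling these 23 microRNAs, so it does not measure spread between samples. The calls themselves mostly ended: all 23 kept an unadjusted p under 0.05 but 5 stayed past the adjusted threshold, as the median SE widened from 0.32 to 0.36 and 62 microRNAs passed in total. With the set as a term 91.3% of the 23 kept their call. The values had already been adjusted for batch, so this term may have had little left to remove. It cannot rule out uneven sets. All 23 stayed positive under every scaling, with a median no lower than 0.84. They had been picked because they were called higher in these data, so this was nearly settled beforehand and is no support. No direction can be claimed for low-level microRNAs as a whole, and no biological explanation was tested.

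Let-7a-5p, let-7g-5p and let-7i-5p were higher in cuSCC than in NS and let-7c was not. The scaling did not turn their sign, since the lowest change of the 3 under other scalings was 0.28, but their calls ended with samples centred on their medians, and that of let-7g-5p also with the same total per sample (adjusted p = 0.073). Reads shared between near-identical members stay open: deviations of let-7c, a member chosen after its values were seen, and let-7a-5p from group means gave r = −0.38 over 27 samples (permutation p = 0.0519, adjusted over 5 relations 0.0649; Spearman rho = −0.318, permutation p = 0.105, adjusted 0.131), −0.566 in set 1 (permutation p = 0.018), 0.028 in set 2 (permutation p = 0.945) and −0.272 without the 2 farthest samples. A candidate explanation for let-7c is its neighbourhood with miR-99a-5p, chosen likewise, on chromosome 21, as their deviations correlated (Pearson r = 0.62, permutation p = 0.00062, adjusted 0.00103; Spearman rho = 0.42, permutation p = 0.0297, adjusted 0.0495; 0.603 in set 1, 0.843 in set 2), partly resting on the 2 farthest samples (r = 0.386 without them). Let-7c also went with miR-125b-5p (r = 0.681, permutation p = 0.00013, adjusted 0.00065; rho = 0.512, permutation p = 0.00666, adjusted 0.0167; 0.725 in set 1, 0.795 in set 2, 0.441 without the 2 farthest), which has a precursor on chromosome 21 and another on 11, and not with let-7i-5p (r = −0.103, permutation p = 0.607, adjusted 0.607; rho = −0.095, permutation p = 0.633, adjusted 0.633; −0.193 in set 1, 0.069 in set 2, −0.062 without the 2 farthest), and a difference in tissue make-up stays open.

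Whether chance regrouping of the samples gives as many calls was counted over 100 splits, the real one included. A share under 0.05 was taken beforehand as speaking against chance. With 100 splits and no adjustment for the number of counts, such a share does not exclude chance. For cuSCC against NS 1 split, the real one, reached 117, and the highest other gave 76. At the study's thresholds 1 split, the real one, reached 185 and the highest other gave 169. For AK against NS 2 splits reached the real 4, with a highest other of 8, a share under 0.05. At the study's thresholds 6 splits reached 61 (highest other 84), a share not under 0.05. For cuSCC against AK 6 splits reached the single call (highest other 7), a share not under 0.05. At the study's thresholds 2 splits reached 98, a share under 0.05, although another split gave 99. For the midpoint all 100 splits reached the real 0 (highest other 2). The split with 7 calls kept 5 of 19 labels and the one with 76 kept 3 of 17, so both leaned toward a mirror of the real one.

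When labels were swapped within patients instead, over 100 draws, the real count was reached by 3 for AK against NS (highest other 9), by 1, the real one, for cuSCC against AK (highest other 0) and by 2 for cuSCC against NS. The latter's highest other, 127, kept 15 of 17 labels and was nearly the real split. So the share for the single call of cuSCC against AK was under 0.05 among swaps within patients, but not among the free splits. At the study's thresholds the real counts were reached by 5 (highest other 67), 2 (102) and 2 (191) draws in the same order. As with the free splits, the share for the first of these was not under 0.05.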
